A study of Mus musculus with 11 samples.

How the data were processed

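Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase cuts open DNA and the cut ends are sequenced. Per the labels' protocols, each library came from 100000 cells prepared with FAST-ATAC, a variant of the assay made for small cell numbers, and was sequenced with a read length of 150 bp. The 11 libraries came from 4 mouse embryonic stem cell lines, grown in serum medium with LIF and inhibitors of MEK and GSK3. The C57BL/6J line (B6) and the DBA/2J line (D2) had 3 libraries each. The line of a B6 strain that carries a D2 interval of chromosome 13 (B6-13D2) had 2, and the line of a D2 strain that carries a B6 interval of chromosome 13 (D2-13B6) had 3. The labels call these libraries technical replicates, and each genotype was represented by 1 cell line. All errors and tests below therefore describe the spread between libraries of a line, and a difference between groups is a difference between 2 cell lines.

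The values are whole-number counts per region that the authors deposited in a single table without normalization. Per the file headers, duplicate reads and mitochondrial reads had been removed and the alignments sorted before counting. The headers and labels do not state the aligner, the treatment of reads that map to several places, the peak caller, the counting tool, whether reads or fragments were counted, whether alignments were shifted for the transposase offset, or the genome build. The table lists the same 248336 regions for every library, with a median width of 548 bp. The coordinates were tested against the GRCm38 chromosome lengths. No region ran past a chromosome end, and the last region of chromosome 1 ended 100260 bp before it. Coordinates are given as the table lists them. GENCODE M21 was used for gene annotation, and GRCm38 sequence was used for GC content and for the soft-masked share, which is the share of a region's bases marked as interspersed or low-complexity repeats. A region was called a promoter region when it lay within 1000 bp of an annotated transcription start site.

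Total counts per library ran from 15198496 to 43042955. The D2 and D2-13B6 libraries were deeper than the B6 and B6-13D2 libraries, which lowers the counting error of their values. Counting error is not the only spread in the counts, and PCR copies that escaped the duplicate filter are not independent molecules. A group whose libraries all had at most 3 counts in a region was treated as at the detection floor, and a fold against it is given as a lower bound. Libraries of a group were compared pairwise by a chi-square test over regions with at least 10 counts in the pair. Chi-square per degree of freedom was 2.06 to 6.33. The spread within every pair thus exceeded counting error, no pair was a copy of the same library, and all 11 were kept.

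The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3). It used TMM normalization, filterByExpr by group, a trended dispersion, robust quasi-likelihood fitting and a single fit of all 11 libraries with a coefficient per group. P-values were adjusted by the Benjamini-Hochberg method over the 246840 regions tested, and regions with an adjusted p-value under 0.05 are called different. The filter removed 1496 regions, of which 257 had no count in any library. The 5 pairwise comparisons between lines were made, plus the interaction, which is the effect of the D2 interval in the B6 background minus its effect in the D2 background. The interval's effect was always written with the D2 interval first, as B6-13D2 against B6 and as D2 against D2-13B6. These 2 comparisons share no library. A region off chromosome 13 called in both with the same sign is termed concordant. Standard errors of log2 fold changes were taken from the F statistic. Normalised CPM are counts relative to the TMM-scaled library total, and log2 CPM used a prior count of 2.

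The test was checked on simulated data in which all lines shared the fitted B6 means and 200 regions off chromosome 13 followed the interval. Of these, 42.5% were recovered for B6-13D2 against B6, 50.5% for D2 against D2-13B6 and 53.5% for D2 against B6, over 246005 regions tested, and 39.0% were recovered as concordant. Some planted changes were under 2-fold, and every recovered change was at least 2-fold. Among planted changes of at least 2-fold, recovery was 56.7%, 67.3% and 71.3%, and 52.0% as concordant. The share of changed regions was smaller than in the real comparisons, so that these rates need not carry over. False calls made up 3.41%, 3.81% and 2.73% of the calls in the 3 comparisons, and none of the 78 concordant calls was false. For comparisons that share control libraries, 4 data sets were simulated with unchanged congenic lines, which serve as a comparison for correlations between such comparisons. They gave almost no calls and so are no comparison for counts of shared calls.

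Regions named in the text followed a rule. Off chromosome 13, these are the 3 concordant regions higher and the 3 lower with the D2 interval with the smallest larger of both p-values. On chromosome 13, they are the 2 higher and 2 lower by the same measure. For D2 against B6 and for the interaction off chromosome 13, they are the 2 regions in each direction with the smallest p-value. A region was named only if its normalised values did not overlap between the groups compared.

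Alternatives were RLE size factors, total counts, loess offsets on abundance, TMM per chromosome, no filter, a mean of at least 1 CPM, autosomes only, DESeq2 1.42.0, an adjusted p-value under 0.01, a minimum fold of 1.5 (glmTreat), only the libraries of a contrast, the replicate number as a block, a GC correction, both together, another definition of concordance, and leaving out each library in turn. The grouping, the tests, the naming rule and these alternatives were set before the data were examined. Regions were compared with the sequence of chromosome 13 by BLAST 2.17.0, and overlaps with annotation were found with bedtools 2.31.1. The ends of the introgressed intervals are named by markers in the labels, and marker positions were not used here. The series text and the sample labels name different distal markers for the D2-13B6 interval, so that its extent is uncertain. The window of 60 to 70 Mb on chromosome 13 was chosen after the calls along the chromosome were seen. Expected counts within classes of abundance, and comparisons of repeat and promoter content with D2 against B6 calls and with other B6-13D2 against B6 calls, were also added after first results.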

Results

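Open chromatin was profiled by ATAC-seq in embryonic stem cells of the inbred mouse strains C57BL/6J (B6) and DBA/2J (D2) and of 2 reciprocal congenic strains, in which an interval of chromosome 13 had been exchanged. B6-13D2 carries the D2 interval on the B6 background, and D2-13B6 carries the B6 interval on the D2 background. The design asks whether genotype at this interval changes accessibility on chromosome 13 and, in trans, on other chromosomes. There were 3 libraries for B6, 2 for B6-13D2, 3 for D2-13B6 and 3 for D2, all technical replicates of 1 cell line per genotype. Total counts in regions were 27293140, 15198496 and 21341564 for B6 replicates 1, 2 and 3. They were 20022534 and 18807653 for B6-13D2, 43042955, 42933096 and 29172484 for D2-13B6, and 39770267, 36983742 and 34945034 for D2.

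On average, libraries of a line resembled each other more than libraries of other lines, although pairs of B6 with B6-13D2 libraries reached 0.936, above the single pair within B6-13D2 and the lowest pair within B6 (0.930). The mean Pearson correlation of log2 CPM over 246840 regions, across regions rather than replicates, was 0.937 within B6 (3 pairs), 0.935 within B6-13D2 (1 pair), 0.955 within D2-13B6 (3 pairs) and 0.959 within D2 (3 pairs). Between lines, it was 0.925 for B6 with B6-13D2, 0.916 for D2 with D2-13B6 and 0.880 for B6 with D2. The lowest values between lines were found for D2-13B6, at 0.804 with B6 and 0.792 with B6-13D2. The first principal component held 55.5% of the variance and the second 9.84%. On the first, the D2-13B6 libraries lay farther from the B6 libraries than the D2 libraries did.

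**Figure D1:**
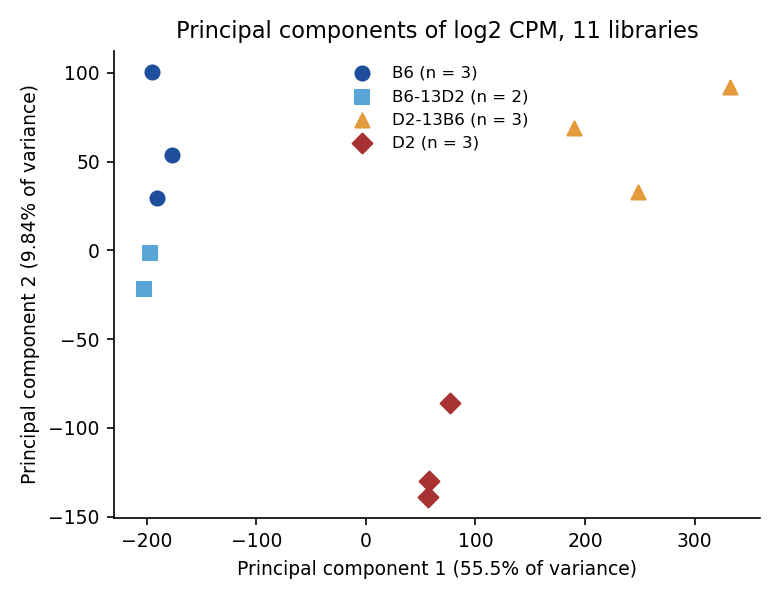
Principal components 1 and 2 of log2 CPM over tested regions, with a point per library and a colour and shape per line. Component 1 (55.5% of variance) separates B6 and B6-13D2 on the left from D2 and then D2-13B6 on the right.

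The share of counts on whole chromosomes was compared to look for sex differences and chromosome gains. Chromosome X held 1.56% ± 0.0372 (SD, n = 3) of counts in B6, 1.61% ± 0.0330 (SD, n = 2) in B6-13D2, 1.53% ± 0.0817 (SD, n = 3) in D2-13B6 and 1.70% ± 0.138 (SD, n = 3) in D2. Chromosome Y held 0.211% ± 0.0479 (SD, n = 3) in B6, 0.210% ± 0.0190 (SD, n = 2) in B6-13D2, 0.0510% ± 0.00155 (SD, n = 3) in D2-13B6 and 0.0750% ± 0.00312 (SD, n = 3) in D2. In B6, 77.0% of the Y counts lay in 5 regions between 90725133 and 90814058, against 61.6% in D2. The Y share differed between D2 and B6 by more than its spread, and a two-sided exact permutation test gave p = 0.1, the smallest this design allows (adjusted p = 0.25 over the 10 comparisons of X and Y). For X, the same exact test gave p = 0.3 (adjusted p = 0.429).

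Chromosomes 11 and 13 stood apart in D2-13B6. Chromosome 11 held 8.77% ± 0.157 (SD, n = 3) of counts in D2-13B6 and 7.62% ± 0.312 (SD, n = 3) in D2. Chromosome 13 held 3.63% ± 0.0878 (SD, n = 3) and 4.18% ± 0.0476 (SD, n = 3). Against the D2 mean and relative to the other autosomes, the median log2 CPM of a D2-13B6 library was shifted by 0.30 ± 0.01 (SD, n = 3) on chromosome 11 and by -0.31 ± 0.04 (SD, n = 3) on chromosome 13. All 3 libraries showed both shifts. In B6-13D2, set against B6 in the same way, the shifts were -0.01 ± 0.01 and 0.02 ± 0.02 (SD, n = 2). The median log2 fold change of D2 against D2-13B6 was -0.27 on chromosome 11 and 0.39 on chromosome 13, and from -0.00 to 0.08 on the other autosomes. Log2 fold changes against D2-13B6 on chromosome 13 therefore include this shift.

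**Figure D2:**
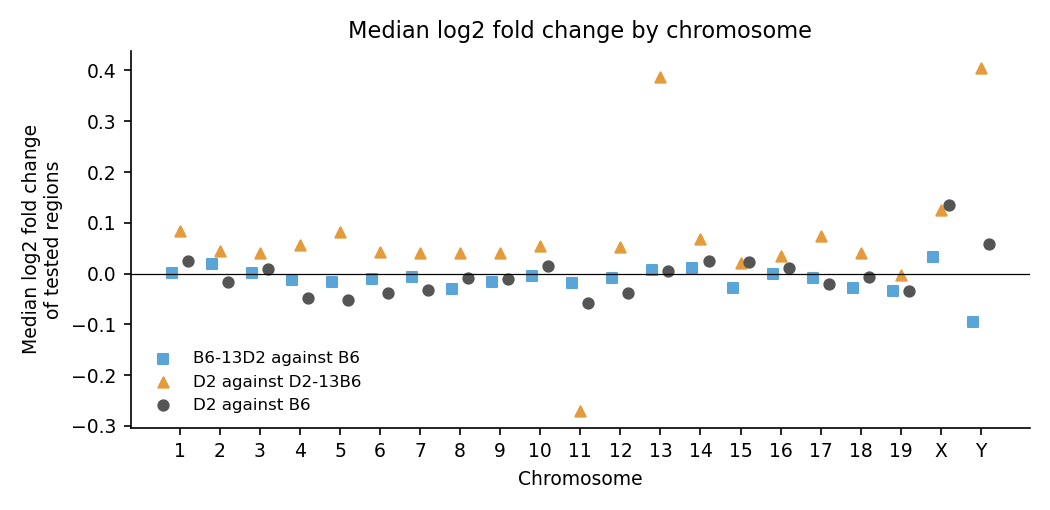
Median log2 fold change of all tested regions on each chromosome, for 3 comparisons (a symbol for each). D2 against D2-13B6 lies at -0.27 on chromosome 11 and 0.39 on chromosome 13, away from the other autosomes, while B6-13D2 against B6 stays near 0 on all autosomes.

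The strain difference was measured by D2 against B6. Of the 246840 regions, 55588 (22.5%) differed at an adjusted p-value under 0.05, of which 33875 were higher in D2 and 21713 lower. They included 22816 with a change of at least 2-fold. Chromosome 13 held 2802 of them, 23.6% of its tested regions, and the other chromosomes 52786, or 22.5%. The alternative that moved the count most was a minimum fold of 1.5, with 14629 regions. The majority direction of the calls depended on scaling, since 60.9% were higher in D2 with TMM and 46.8% with total counts. Relative to TMM, total counts moved the median log2 fold change of all regions by -0.13 in this comparison, by 0.17 in D2 against D2-13B6, by -0.29 in D2-13B6 against B6, by -0.13 in D2 against B6-13D2 and by -0.17 in the interaction.

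Among regions off chromosome 13 with the smallest p-values, an intergenic region on chromosome 2 from 177277294 to 177278309, 10258 bp from the nearest transcription start site (Gm14409), had 18.9 ± 1.92 normalised CPM in B6 (SD, n = 3) and 0.161 ± 0.050 in D2 (SD, n = 3). Its log2 fold change was -6.83 (SE 0.26, edgeR adjusted p = 3.78e-31). A region in an intron of 2410018L13Rik (ENSMUSG00000073164.11), on chromosome 12 from 23001426 to 23002640, fell from 18.3 ± 2.20 (SD, n = 3) to 0.164 ± 0.0615 (SD, n = 3), with a log2 fold change of -6.77 (SE 0.26). In both regions, B6-13D2 resembled B6 (20.5 and 16.5 normalised CPM) and D2-13B6 was far below B6 (0.278 and 0.405). The second region also differed in D2 against D2-13B6 (log2 fold change -1.27, SE 0.40, edgeR adjusted p = 0.0130). Regions higher in D2 were an intergenic region on chromosome 15 from 79973902 to 79974209, 2783 bp from the start site of Cbx7, and a region on chromosome Y from 90725133 to 90735224. The first rose from 0.678 ± 0.325 to 15.4 ± 1.31 normalised CPM (SD, n = 3 each; log2 fold change 4.40, SE 0.24). The second rose from 20.5 ± 3.99 to 262 ± 8.06 (SD, n = 3 each; log2 fold change 3.68, SE 0.20), and 65.3% of it is soft-masked repeat, so that its counts depend on how multiply mapping reads were handled. B6-13D2 had means of 0.756 and 16.7 normalised CPM in these regions on chromosomes 15 and Y, near B6. D2-13B6 had means of 9.55 and 115, lower than D2 (edgeR adjusted p = 0.00143 and 2.96e-07 for D2 against D2-13B6).

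The D2 interval on the B6 background was examined through B6-13D2 against B6. Here 1169 regions (0.474%) differed, 342 higher and 827 lower in B6-13D2. Chromosome 13 held 248 of them (21.2% of the calls), or 2.09% of its tested regions, against 0.392% on the other chromosomes, where 921 regions differed. The count was 370 with a minimum fold of 1.5, the largest change as a ratio, and 2875 in a fit of only the B6 and B6-13D2 libraries, the largest change in number. Without B6 replicate 3, 596 regions differed off chromosome 13. Of the 248 regions on chromosome 13, 193 lay between 60 and 70 Mb, a window chosen from these calls. Between 65 and 66 Mb, 46.7% of the 150 tested regions differed, and between 66 and 67 Mb, 44.5% of 173. Elsewhere on the chromosome, 55 of 10703 regions did (0.514%). Off chromosome 13, no 5 Mb bin with at least 50 tested regions reached more than 4.23% of regions called, over 504 bins.

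**Figure D3:**
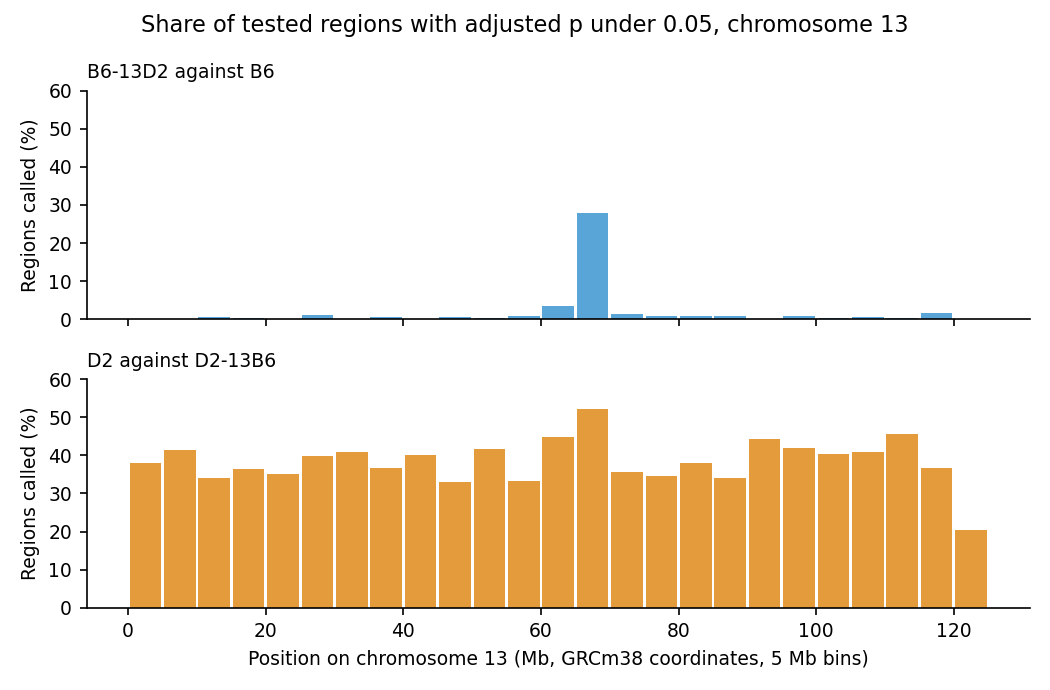
Share of tested regions with an adjusted p-value under 0.05 in 5 Mb bins along chromosome 13, for B6-13D2 against B6 (top) and D2 against D2-13B6 (bottom). In the top panel, 28.0% of regions from 65 to 70 Mb differ and few elsewhere. In the bottom panel, 52.1% differ in that bin and at least 20.5% in each other bin.

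The reciprocal exchange on the D2 background, D2 against D2-13B6, gave 58591 regions (23.7%), of which 21056 were higher and 37535 lower with the D2 interval. Of these, 4703 lay on chromosome 13 (39.6% of its tested regions) and 53888 elsewhere (22.9%). The chromosome 13 count includes the shift of that chromosome in D2-13B6, and TMM per chromosome gave 3717 there and 51922 elsewhere. With total counts in place of TMM, 57.4% of the calls were higher with the D2 interval, against 35.9% with TMM.

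On chromosome 13, 175 regions were called in both backgrounds. The sign was the same for 169, of which 135 were higher with the D2 interval and 159 lay between 60 and 70 Mb. In the D2 background, the shift of chromosome 13 in D2-13B6 adds to the higher direction. An intergenic region from 65990568 to 65991884, 2154 bp from the start site of Gm48220, had 1.45 ± 0.122 normalised CPM in B6 (SD, n = 3), 69.2 ± 6.68 in B6-13D2 (SD, n = 2), 0.736 ± 0.325 in D2-13B6 (SD, n = 3) and 67.9 ± 5.10 in D2 (SD, n = 3). The log2 fold changes were 5.59 (SE 0.23, edgeR adjusted p = 4.16e-29) in the B6 background and 6.56 (SE 0.24, edgeR adjusted p = 6.00e-33) in the D2 background. A second intergenic region, from 66588310 to 66590725, rose from 4.09 ± 0.573 to 42.8 ± 1.81 normalised CPM in the B6 background (SD, n = 3 and 2) and was at 2.23 ± 0.518 in D2-13B6 and 41.7 ± 3.08 in D2 (SD, n = 3 each). Lower with the D2 interval was a region in an intron of Golm1 (ENSMUSG00000021556.12), from 59655360 to 59658376, with 23.3 ± 2.12 normalised CPM in B6, 0.787 ± 0.0844 in B6-13D2, 13.5 ± 0.951 in D2-13B6 and 2.83 ± 0.286 in D2 (SD, n = 3, 2, 3 and 3). Its decrease differed between backgrounds (interaction log2 fold change -2.63, SE 0.32, edgeR adjusted p = 3.36e-06). An intergenic region from 66834812 to 66835419, wholly soft-masked, had 0 counts in both B6-13D2 libraries and 4.75 ± 0.371 normalised CPM in B6 (SD, n = 3), so that it was at least 33.2-fold lower in B6-13D2. In the D2 background it was at 1.59 ± 0.170 in D2-13B6 and 0.117 ± 0.0115 in D2 (SD, n = 3 each).

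Off chromosome 13, 332 regions were called in both backgrounds, and 311 of them (93.7%) changed in the same direction. If the calls in both backgrounds were independent, 126 would be shared with the same sign. Within 20 classes of regions by abundance, the expected number was 137. The 311 concordant regions lay on 19 chromosomes, with at most 30 on any of them. With the D2 interval, 85 were higher and 226 lower. Total counts gave 321 concordant regions, 44.2% of them higher, against 27.3% with TMM, and 230 of the 311 were among them. The count was 31 with a minimum fold of 1.5, 663 when only the libraries of each contrast were fitted, and 205 without B6 replicate 3. Another definition, by the mean of both effects without interaction, moved it most, to 13504 regions. Concordant regions made up 33.8% of the B6-13D2 against B6 calls off chromosome 13 and 0.577% of those of D2 against D2-13B6.

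**Figure D4:**
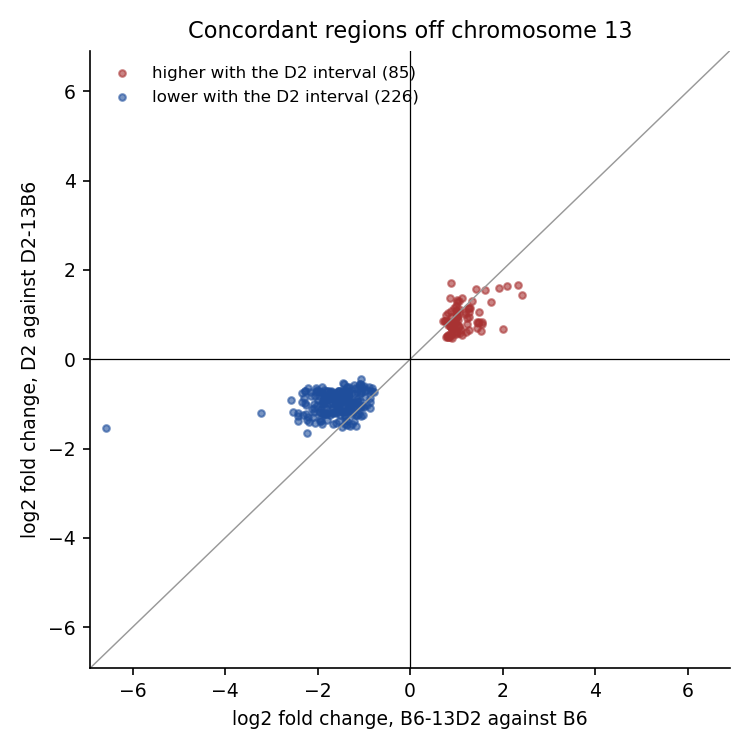
Fitted log2 fold changes of the 311 concordant regions off chromosome 13, with B6-13D2 against B6 on the x axis and D2 against D2-13B6 on the y axis; the grey line marks equal values, and the region at -6.58 had 0 counts in both B6-13D2 libraries, so that its fitted value is no bound. With TMM, 226 regions (blue) are lower and 85 (red) higher with the D2 interval.

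Among the concordant regions, 233 also differed in the same direction between D2 and B6. They were 0.441% of the 52786 D2 against B6 calls off chromosome 13. D2 against B6 shares libraries with both comparisons of the interval, which raises this overlap by an amount that was not determined. Another 21 differed between D2 and B6 in the opposite direction. Over all tested regions off chromosome 13, the log2 fold changes of the interval in both backgrounds had a Spearman's rho of 0.0909 and a Pearson's r of 0.0954. These are correlations across 234967 regions, which are not independent replicates. Without B6-13D2 replicate 1 they were 0.0547 and 0.0547.

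Higher with the D2 interval, a region on chromosome 6 from 50196337 to 50197829 overlaps coding sequence and lies in Gsdme (ENSMUSG00000029821.15) and Mpp6 (ENSMUSG00000038388.14). It had 1.99 ± 0.200 normalised CPM in B6, 7.51 ± 2.20 in B6-13D2, 3.56 ± 0.454 in D2-13B6 and 10.7 ± 1.73 in D2 (SD, n = 3, 2, 3 and 3). Its log2 fold changes were 1.93 (SE 0.23, edgeR adjusted p = 1.99e-08) in the B6 background and 1.59 (SE 0.18, edgeR adjusted p = 2.35e-09) in the D2 background. A region over a coding exon of Aass (ENSMUSG00000029695.13), on chromosome 6 from 23088821 to 23091426, had 4.19 ± 0.405, 13.1 ± 1.48, 5.57 ± 1.65 and 16.5 ± 2.88 normalised CPM in the same order of lines. A region over a coding exon of Nefm (ENSMUSG00000022054.11), on chromosome 14 from 68115756 to 68117659, had 4.06 ± 0.389, 13.5 ± 1.78, 5.94 ± 1.68 and 14.4 ± 1.63.

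Lower with the D2 interval, an intergenic region on chromosome 2 from 145139491 to 145140273, 27481 bp from the start site of Slc24a3, had 4.38 ± 0.336 normalised CPM in B6, 0.915 ± 0.378 in B6-13D2, 2.24 ± 0.334 in D2-13B6 and 0.716 ± 0.151 in D2 (SD, n = 3, 2, 3 and 3). Its log2 fold changes were -2.24 (SE 0.31, edgeR adjusted p = 1.56e-06) and -1.65 (SE 0.26, edgeR adjusted p = 8.48e-07) in the B6 and D2 backgrounds. A region in an intron of Bicd1 (ENSMUSG00000003452.15), on chromosome 6 from 149471110 to 149472212, had 11.7 ± 0.472, 2.19 ± 0.209, 3.94 ± 0.254 and 1.63 ± 0.50 normalised CPM in that order. For this region the interval's effect differed between backgrounds (interaction log2 fold change -1.14, SE 0.32, edgeR adjusted p = 0.0187). A region over a coding exon of Cyp3a44 (ENSMUSG00000054417.5), on chromosome 5 from 145779716 to 145780847, had 9.08 ± 1.88, 1.67 ± 0.599, 3.78 ± 0.953 and 1.45 ± 0.269. Soft-masked repeat covers 87.2% of it, and Cyp3a44 belongs to a gene family with similar copies, so that its counts are uncertain. In D2-13B6, each of the 3 regions lay between the B6 and D2 values.

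**Figure D5:**
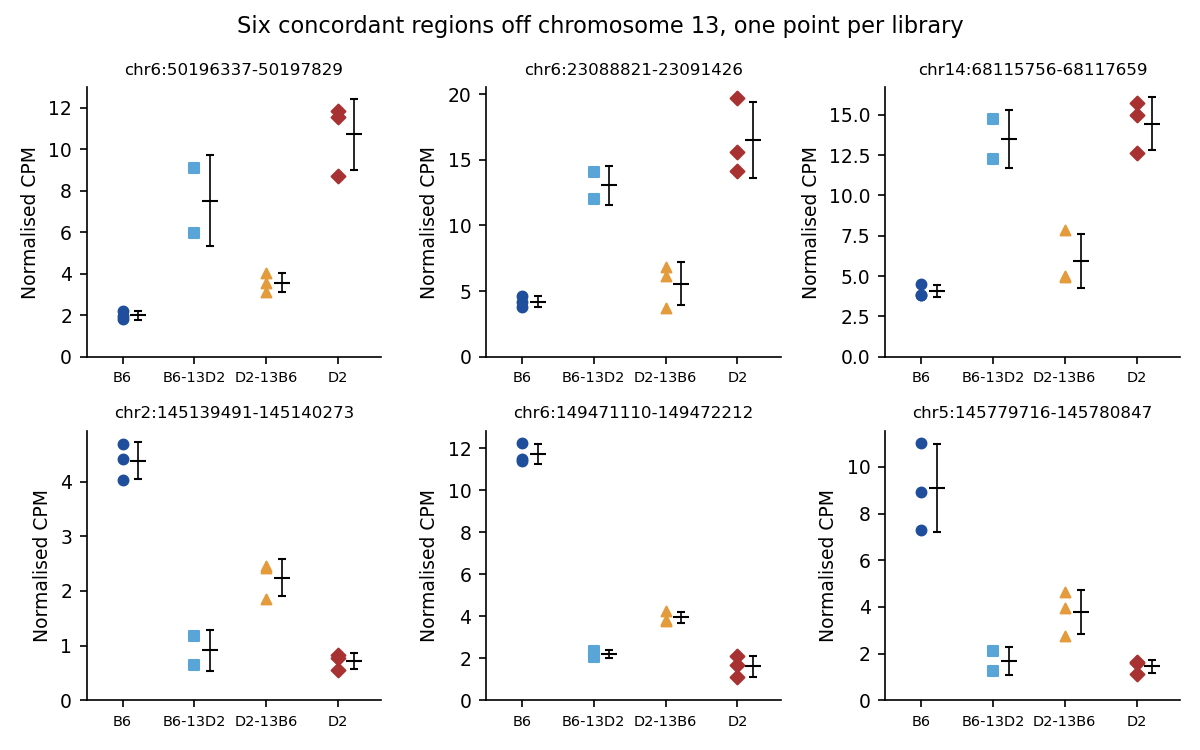
Normalised CPM per library (points, a colour and shape per line) with mean and SD (black) for the 6 named concordant regions off chromosome 13. B6-13D2 and D2 exceed B6 and D2-13B6 in the 3 regions on chromosomes 6 (50196337 and 23088821) and 14, and are lower than them in the other regions.

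The backgrounds were compared with the same interval. With the B6 interval in both, D2-13B6 against B6 gave 102971 regions (41.7%), of which 53419 were higher and 49552 lower. Of these calls, 51.9% were higher with TMM and 32.5% with total counts. With the D2 interval in both, D2 against B6-13D2 gave 46459 regions (18.8%), of which 28597 were higher and 17862 lower. Here 61.6% were higher with TMM and 48.9% with total counts.

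The interaction asked whether the interval's effect differed between backgrounds. It was called in 16142 regions (6.54%), of which 1507 lay on chromosome 13 (12.7% of its tested regions) and 14635 elsewhere (6.23%). The median interaction of all tested regions on chromosome 13 was -0.36, so that calls there include the shift of that chromosome in D2-13B6. Among all calls, the estimate was positive for 11225 and negative for 4917. Positive estimates made up 69.5% of the calls with TMM, 80.5% with RLE size factors and 38.9% with total counts. Leaving out D2-13B6 replicate 3 gave 29017 regions, leaving out D2 replicate 1 gave 8229, and leaving out B6 replicate 1 gave 8939. Off chromosome 13, an intergenic region on chromosome 9 from 81720183 to 81720430 was higher in B6-13D2 than in B6 (log2 fold change 1.49, SE 0.37) and lower in D2 than in D2-13B6 (-1.72, SE 0.23), with an interaction of 3.21 (SE 0.43, edgeR adjusted p = 1.38e-05). A wholly soft-masked intergenic region on chromosome 7 from 137415931 to 137416282 had 2.93 ± 0.484 normalised CPM in B6-13D2 (SD, n = 2) and means of 0.302 in B6, 0.388 in D2-13B6 and 0.111 in D2. An intergenic region on chromosome 19 from 37251671 to 37252771 fell with the D2 interval in the B6 background (-1.33, SE 0.20) and rose in the D2 background (0.63, SE 0.17). The interaction of a region on chromosome Y from 90828125 to 90829156 was -2.01 (SE 0.28, edgeR adjusted p = 1.97e-05).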

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

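The results here were singled out because the interval's effect differed between the B6 and D2 backgrounds by a test of the difference itself. Of the tests and values below, those of total counts, of the interval labels, of the share of regions on the shifted side, of bins along the chromosomes, of classes of abundance, of counts without chromosomes 11 and 13 and of bins that track the strain difference were chosen after the result was seen.

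The interaction was called in 16142 regions, and D2 against D2-13B6 gave 58591 regions where B6-13D2 against B6 gave 1169. Depth does not account for the difference between these last 2 counts, because D2 and D2-13B6 libraries thinned to the totals and number of the B6 and B6-13D2 libraries still gave 58950 regions, against 1628 for B6-13D2 against B6 in the same fit. The interaction was not counted after thinning. An abundance trend between libraries does not account for the difference between the 2 counts either, since loess offsets on abundance gave 62842 and 1307 regions. Separate fits of only the libraries of each comparison gave 52420 and 2875 regions, so that the shared fit widens the gap but does not explain most of it. Off chromosomes 11 and 13, 50229 and 884 regions remained called, so that the shifts of those chromosomes explain a minor part. If the D2-13B6 line carried B6 segments on other chromosomes, its changes would track the strain difference there. However, 0.210% of the calls off chromosome 13 lay in 5 Mb bins in which the log2 fold changes of D2 against D2-13B6 and of D2 against B6 correlated at 0.5 or more. Over all regions off chromosome 13, these log2 fold changes had a Spearman's rho of -0.168, where simulated unchanged congenic lines gave 0.198 because both comparisons use the D2 libraries. For B6-13D2 against B6 and D2 against B6, the observed value of 0.207 lay near the simulated 0.198. D2-13B6 thus differed from B6 at more regions (102971) than D2 did (55588). What stays open includes a difference between these 2 cell lines or their libraries that is unrelated to the interval, such as culture history, cell state or library preparation. An effect of the interval that needs the D2 background stays open as well. With 1 cell line per genotype neither was tested. The TMM factors of the libraries spread more in D2-13B6 (0.769 to 0.997) than in D2 (0.969 to 1.01).

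The other result was the shift of chromosome 11. The interval's effect on the median of chromosome 11, relative to other autosomes, differed between backgrounds by 0.29 on the log2 scale (exact permutation of the interval labels within each background, two-sided p = 0.04, 200 arrangements, smallest possible p = 0.005). The effect was 0.00 in the B6 background and -0.29 in the D2 background. For chromosome 13 the difference was -0.32, and the same exact permutation test gave p = 0.09. Adjusted over these 2 tests, the p-values were 0.08 and 0.09 (exact permutation, Benjamini-Hochberg), so that neither passes 0.05 after correction. On both chromosomes, the D2-13B6 libraries were fully separated from the D2 libraries. The p-values then depended mainly on how the small B6-background effects (0.00 and 0.03) ranked among their own arrangements. They thus do not measure the size of either shift and cannot set chromosome 11 apart from chromosome 13. The chromosome 13 difference was first singled out as well and was set aside when its unadjusted p was seen, although both shifts are of similar size. Both shifts were present in 3 of 3 D2-13B6 libraries. A factor per library moves all chromosomes alike and so cannot change the gap between the medians of chromosomes 13 and 11. The gap of 0.66 with total counts therefore followed by construction and is no separate test of scaling. Neither an abundance trend nor GC content explains the shift, because the chromosome 11 median was -0.28 after loess offsets on abundance and -0.32 after a GC correction, and the chromosome 13 median was 0.34 under both. The other autosomes reached from -0.03 to 0.05 and from -0.05 to 0.04 under these 2 settings. A shifted median places most regions on the shifted side by definition, so their share cannot decide whether a few regions carried the shift. Relative to the median of the other autosomes, the share was 81.2% on chromosome 11 and 67.4% on chromosome 13. The shift was not limited to the window of 60 to 70 Mb, since the lowest median of a 5 Mb bin of chromosome 13 outside it was 0.19. The ends of the D2-13B6 interval are uncertain. However, log2 fold changes of D2 against D2-13B6 followed those of D2 against B6 with a Pearson's r of 0.822 from 65 to 70 Mb, and of at most 0.394 in the other bins (across regions, which are not independent replicates). All 25 bins of chromosome 13 and all 25 bins of chromosome 11 were shifted in their chromosome's direction. Bin medians ran from -0.34 to -0.14 on chromosome 11 and, outside 60 to 70 Mb, from 0.19 to 0.57 on chromosome 13. The spread of bins to be expected from an even shift was not determined.

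An altered copy number would shift regions of low and high abundance alike. The shift of the D2-13B6 libraries on chromosome 11 was taken in 4 classes, from the lowest to the highest abundance. It was 0.31 ± 0.04, 0.31 ± 0.03, 0.28 ± 0.04 and 0.26 ± 0.04 (SD, n = 3). The lowest and highest classes differed by less than the SDs of both combined, and their libraries overlapped (0.26 to 0.34 and 0.22 to 0.30). However, all classes were measured in the same libraries, so that the SD between libraries cannot decide whether the shift declines with abundance. The chromosome 11 values of D2 against D2-13B6 by class also fell in size, from -0.34 in the lowest to -0.26 in the highest. A gain as the whole cause is thus neither excluded nor established. A candidate explanation for chromosome 11 is a gain in part of the D2-13B6 cells. If D2 has 2 copies, the shift equals 2.46 ± 0.0111 copies (SD, n = 3), an SD that leaves out the spread of the D2 libraries themselves, which lay at 2.00 ± 0.0903 copies (SD, n = 3) with a range of 1.90 to 2.07. On chromosome 13 the shift was -0.34 ± 0.05, -0.33 ± 0.05, -0.29 ± 0.05 and -0.17 ± 0.07 (SD, n = 3). Its libraries ranged from -0.39 to -0.29 in the lowest class and from -0.23 to -0.08 in the highest, without overlap. A loss of chromosome 13 in part of the cells is therefore not the whole cause there, and a part of the shift stays unexplained. The gain remains a hypothesis, as no DNA without an accessibility assay was measured here.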

How the results depend on the processing

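Counts of regions moved by over 1.5 times under stricter thresholds, under fits of fewer libraries and under another definition of concordance. No named region reversed, but with total counts the majority direction of the calls did in 5 comparisons. The share of calls that were higher went from 60.9% to 46.8% for D2 against B6, from 35.9% to 57.4% for D2 against D2-13B6, from 51.9% to 32.5% for D2-13B6 against B6, from 61.6% to 48.9% for D2 against B6-13D2 and from 69.5% to 38.9% for the interaction, and for B6-13D2 against B6 it was 29.3% and 31.1%. With a minimum fold of 1.5, the counts fell to 14629 for D2 against B6, 48265 for D2-13B6 against B6 and 13723 for D2 against B6-13D2. For B6-13D2 against B6 they were 370 (225 off and 145 on chromosome 13), and for D2 against D2-13B6 16970 (15360 off and 1610 on chromosome 13). The interaction then had 975 regions (868 off chromosome 13), and 31 regions were concordant, 27 of them also called between D2 and B6. An adjusted p-value under 0.01 left 36175 regions for D2 against B6, 28480 for D2 against B6-13D2, 707 for B6-13D2 against B6 (508 off chromosome 13), 4640 for the interaction (4130 off chromosome 13), and 134 concordant regions (112 also called between D2 and B6). Both settings are stricter by construction.

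Fitting only the libraries of a contrast raised B6-13D2 against B6 to 2875 regions (2517 off chromosome 13) and the concordant regions to 663. Leaving out D2-13B6 replicate 1, 2 or 3, which are outside this comparison, gave 1142, 1591 and 1451 regions for it. Leaving out a D2 library gave 1055 to 1257. The count thus depends on libraries of other lines that share the fit. Which part of the fit carries this was not tested. Defining concordance by the mean of both interval effects without interaction gave 13504 regions, of which 10946 were called in D2 against D2-13B6 and 292 in B6-13D2 against B6, so that this definition mostly admits regions changed in the D2 background. RLE size factors, total counts, loess offsets, TMM per chromosome, no filter, a mean of at least 1 CPM, autosomes only, DESeq2 and the GC correction left the counts within 1.5 times. The correlation of the interval's effects between backgrounds, 0.0909 (Spearman) and 0.0954 (Pearson), stayed positive. It was 0.120 and 0.132 with a mean of at least 1 CPM, and the Pearson correlation was 0.112 with the GC correction. The cause was not tested.

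Libraries with the same replicate number did not deviate together (correlations of -0.0486 to 0.0683 over 15 pairs), so that the number was not treated as a pairing. With the replicate block, 1221 regions differed between B6-13D2 and B6, 60628 between D2 and D2-13B6, 14154 had an interaction and 378 were concordant. The Spearman and Pearson correlations of the interval's effects were 0.147 and 0.144 with the block, and 0.160 and 0.165 with the block and the GC correction.

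Leaving out each library in turn gave 41564 to 63122 regions for D2 against B6, 44514 to 68813 for D2 against D2-13B6 (40672 to 63691 off and 3842 to 5122 on chromosome 13), 88675 to 108326 for D2-13B6 against B6 and 35889 to 54244 for D2 against B6-13D2. B6-13D2 against B6 had 801 to 1591 regions, with 596 to 1302 off and 205 to 289 on chromosome 13, with the lowest values without B6 replicate 3. The interaction had 8229 to 29017 regions (7372 to 26729 off chromosome 13, and 8000 there without B6 replicate 1). It was highest without D2-13B6 replicate 3 and lowest without D2 replicate 1, with 8939 without B6 replicate 1. Concordant regions numbered 205 (without B6 replicate 3) to 417, and those also called between D2 and B6 168 to 284. The Spearman correlation was 0.0547 to 0.106 and the Pearson correlation 0.0547 to 0.111, both lowest without B6-13D2 replicate 1. Fits without a B6-13D2 library left 1 library in that line and are not counted for calls that involve it.

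The 18 named regions kept their direction and an adjusted p-value under the threshold in all 664 values computed under the alternatives that tested them. Chromosome shares of X, Y, 11 and 13 stayed within 1 SD when only tested regions were counted. Leaving out a library cannot move a mean of so few libraries by 1 SD and says nothing about their stability. Of 20 mean correlations between libraries, 3 moved beyond the range of their pairs. B6-13D2 with itself, a single pair without a range, was 0.927 with a prior count of 0.5 and 0.936 without a filter, and B6-13D2 with D2 was 0.866 with a prior count of 0.5. Of the 200 simulated changes, 42.5% were recovered for B6-13D2 against B6, 50.5% for D2 against D2-13B6 and 53.5% for D2 against B6, so that changes were missed in each of them. Depth and number of libraries were not separated as limits.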

Other observations

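Of the tests here, the ratio to independent calls, the classes of abundance, the comparisons with D2 against B6 calls and with other B6-13D2 against B6 calls and the count of regions without a match were chosen after the result was seen.

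The number of concordant regions off chromosome 13, 311, was 2.47 times the 126 expected from independent calls in both backgrounds, and 2.26 times the number expected within classes of abundance. The 2 comparisons share no library. The concordant regions were rich in repeats. Their median soft-masked share was 63.1%, against a mean of 14.6% over 10000 random sets of tested regions matched on abundance, at percentile 100 of these sets. The share was 76.3% for regions lower with the D2 interval and 32.4% for those higher with it. Random sets of D2 against B6 calls had a mean of 13.7%, with the concordant regions at percentile 100 of them. Other regions called in B6-13D2 against B6 were more masked still, with a mean of 77.8% over random sets that were not matched on abundance. The lower regions alone were at percentile 23.9 of such sets. High repeat content thus set the concordant regions apart from D2 against B6 calls. It is not particular to the concordant regions among B6-13D2 against B6 calls. Promoter regions made up 8.36% of the concordant regions, against a mean of 15.0% in the matched sets, at percentile 0.02. This depletion lay with regions lower with the D2 interval (4.87%). Among those higher with it, 17.6% were promoter regions, at percentile 17.4 of their sets. In random sets of other B6-13D2 against B6 calls, the mean share was 5.90% (the concordant regions were at percentile 95.2). For sets the size of the lower regions it was 5.90% (percentile 22.1), and for sets the size of the higher regions 5.87% (percentile 100). The depletion is thus not particular to the concordant regions among B6-13D2 against B6 calls either. In random sets of D2 against B6 calls, the mean share was 13.3%, and the concordant regions as a whole were at percentile 0.14. Which regions are concordant depends on scaling, as total counts gave 321, of which 230 were among the 311, and the share of higher regions was 27.3% with TMM and 44.2% with total counts.

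Reads from the chromosome 13 interval that were placed on other chromosomes could give such a pattern without any change at the concordant regions. A stretch of at least 50 bp with at least 95% identity to chromosome 13 between 60 and 70 Mb was found in 55.9% of the concordant regions, against 13.8% to 18.6% in 10 abundance-matched sets. A window of the same length outside the calls, from 20 to 30 Mb, gave 53.7%. The criterion set beforehand for misplaced reads, a match in most concordant regions, was therefore met, and so was a share above the matched sets. It was judged not to decide only after the control window was seen to match nearly as often, which the criterion had not taken into account. Matches thus need not be to the interval itself, and 21 regions matched the interval and not the control window. No such stretch was found from 60 to 70 Mb for 137 concordant regions, and from 50 to 80 Mb for 109, of which 51 were higher and 58 lower with the D2 interval. Misplaced reads cannot be told apart from a change in place for regions with such a stretch from 50 to 80 Mb. They also stay open for the 51 higher regions without one, as D2 sequence can be absent from the reference. In the 58 lower regions without one, the greater signal came with the B6 interval, so that absent D2 sequence does not apply. For these 58, the lack of a match argues against misplaced reads from 50 to 80 Mb. It does not exclude misplaced reads, because the ends of the interval are uncertain and shorter or less similar matches were not counted. The handling of multiply mapping reads is not stated. A factor encoded in the interval that acts on other chromosomes also stays open, as a candidate explanation that was not tested. A difference between the cell lines unrelated to the interval would have to recur with the same sign in both pairs of lines, which 1 line per genotype does not exclude. The lower signal of chromosome 13 as a whole in D2-13B6 is also open as a contributor in that background.

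The real grouping gave more calls than any other. However, every other split mixed libraries of both lines in at least 1 group. The difference between lines then entered the spread within groups, and calls were bound to fall. The comparison of splits is thus no separate support for the counts. For D2 against B6, 1 of the 10 splits of the 6 libraries gave as many regions, the real split itself with 66576. The other 9 gave 0 at an adjusted p-value under 0.05 and 3031 to 6449 at an unadjusted p-value under 0.05. For D2 against D2-13B6, 1 of the 10 splits gave as many (52422), and the others gave 0, with 2166 to 12848 at an unadjusted p-value under 0.05. For D2-13B6 against B6, 1 of the 10 splits gave as many (92517), and the others gave 0, with 1701 to 6516 at an unadjusted p-value under 0.05. For B6-13D2 against B6, 1 of the 10 splits of the 5 libraries gave as many (2883), and the others gave 0 to 17, with 6627 to 15688 at an unadjusted p-value under 0.05. With 10 splits, the share cannot fall under 0.1. All splits used only the libraries of the comparison and a dispersion trend from 30000 regions.

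The most counted region, on chromosome 17 from 39842703 to 39849000, overlaps exons of the non-coding genes AY036118 and Gm42418 and held 0.643% ± 0.118 of counts in B6, 0.535% ± 0.0279 in B6-13D2, 0.457% ± 0.0720 in D2-13B6 and 0.585% ± 0.0711 in D2 (SD, n = 3, 2, 3 and 3).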
